A study of Mus musculus with 25 samples.

How the data were processed

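RNA was measured in 25 bulk libraries of peritoneal macrophages from mice given IL-4 complexes, which are IL-4 (5 µg) bound to an antibody against it (25 µg). Per the labels, the cells were sorted by FACS, each sample was barcoded, and libraries were built with CEL-Seq2, a 3′-end method that tags each captured transcript with a short random molecular identifier. Per the labels, the complexes were given every other day over the 4 days up to the harvest, and the mice of the monocyte-derived samples had also received 2 ml of thioglycollate 4 days before it.

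The deposited table held whole-number counts for 14862 genes in 25 columns, 1 per library, and every column matched the title of 1 sample. The labels did not state the aligner, the genome build, the annotation or how molecular identifiers were counted, so no genome position is printed. The highest count was 4096, which is 4 to the power of 6, and 20 libraries had a highest count of 4000 or more. From these values the counts were read as distinct identifiers of 6 bases per gene, without a correction for identifiers drawn more than once. This reading is an inference. Under it, fold changes of highly counted genes are compressed, and 127 genes reached 2048 counts in some library. Total counts ranged from 273358 to 2221918 per library, with a median of 737848.

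Groups were taken from the strain and phenotype labels. Among 70 pairs of libraries within groups, none held identical values, and the chi-square over degrees of freedom of each pair ranged from 1.81 to 16.9. These values argue against copied columns, but they cannot show that the libraries came from different mice. The labels named no mouse, so the number of mice per group is unknown. Every library was counted as a separate replicate, and the p-values and SDs rest on that assumption. Replicate numbers were unique across groups, so no pairing was used.

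The groups were compared with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count of 10), which left 8416 genes. TMM normalization was used, and 1 quasi-likelihood fit with a mean for each of the 4 groups held all 25 libraries. Tests were two-sided, with Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p of 0.05. The contrasts were monocyte-derived minus resident in each strain, BALB/c minus C57BL/6 in each lineage, and the difference between both lineage effects (the interaction). CPM values used TMM-scaled library sizes. Standard errors of log2 fold changes were derived from the F statistic. The share of variation was computed on log2 CPM (prior count of 2) with 100000 resamples, permuting 1 factor within the levels of the other. Depth was compared by exact permutation.

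Genes to be named were fixed by a rule before the data were examined. For each contrast between groups they were the 5 largest increases and the 5 largest decreases among called genes with a mean count of at least 20 and no overlap of CPM between the groups. For the interaction they were the 5 smallest adjusted p-values. Adgre1, Mrc1 and genes of fixed lists were added. For genes with 1 to 3 counts in a group, the ratio of rates is given with its exact 95% counting interval, which covers counting error only.

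The steps were tested on simulated data in which 200 genes were changed. Of genes changed 4-fold, 97.8% were recovered for the lineage effect in C57BL/6 (8149 genes in the step), 95.1% for the lineage effect in BALB/c (8139 genes), 94.9% for the strain effect in resident cells (8172 genes), 95.8% for the strain effect in monocyte-derived cells (8158 genes) and 86.9% for the interaction (8132 genes). Of genes changed 2-fold, 82.2%, 67.7%, 65.7%, 68.3% and 28.0% were recovered in the same order. False calls made up 7.25%, 2.40%, 5.33%, 6.86% and 2.46% of the calls. In the real data 603 to 3229 genes were called per contrast, far more than the 200 changed in the simulation. The rates therefore describe the simulated data only and are not error rates of the reported calls.

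Alternatives fixed before the data were examined were other normalizations, no filter and a stricter filter, DESeq2 1.42.0, limma 3.58.1 (voom with quality weights), fits of only the groups compared, other thresholds, libraries thinned to 273358 counts, depth as a covariate, and leaving out each library in turn. Leaving out libraries with a total under 147569.6, which is 0.2 times the median, applied to 0 libraries. Added after seeing the data were counts corrected for identifier collisions, leaving out 3 libraries with a raised background, and using only C57BL/6 resident libraries 1 to 5 (numbers 1, 3, 4 and 5) or 22 to 25.

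Near-identical copies were sought with blastn 2.17.0+ by matching the last 250 bases of coding transcripts of GENCODE vM21 to other genes, at an identity of at least 95% over at least 80% of the tail. Of the tested genes 8396 had a tail. RefSeq annotation of GRCm38.p6 gave names and gene order, and 14816 of the 14862 symbols (99.7%) matched it.

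Several rules were changed after a result was seen. Copies were first sought for the longest transcript only, and the search of all coding transcripts replaced it after Hspa8 and Ndufa12 showed 0 copies. The test of single values at equal depth first used no TMM scaling. A minimum correlation was added to the background test, and a comparison with an equal number of lineage calls to the neighbour test, each after a first reading in favour of the explanation. For the neighbour test the rule was then briefly replaced by a share of draws under 5%, which favoured the explanation again, and put back. Both versions of each of these are reported. The loss of calls after thinning was first taken to decide on depth, and the depth covariate, fixed as an alternative before the data were examined, was taken instead after that loss was seen. Splits that put 1 set of C57BL/6 resident libraries in the place of the BALB/c resident libraries were made, with monocyte-derived labels kept and then shuffled, but are not used, because the strain effect enters them. The share of genes above the median in library 24, first used to judge its scaling, is not used either, because TMM sets it near 50%.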

Results

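The transcriptomes of IL-4-stimulated peritoneal macrophages were profiled in 25 libraries that cross cell lineage with genetic background. Tissue-resident macrophages were sorted as F4/80 high and CD206 negative, and monocyte-derived macrophages as F4/80 intermediate and CD206 positive. There were 8 resident and 7 monocyte-derived libraries from C57BL/6 mice, and 4 resident and 6 monocyte-derived libraries from BALB/c mice. Total counts averaged 1008002 ± 676340 (SD, n = 8) in C57BL/6 resident libraries, with a range from 305616 to 2221918. They averaged 665710 ± 222734 (SD, n = 7) in C57BL/6 monocyte-derived libraries, with a range from 273358 to 906612. In BALB/c they averaged 811013 ± 379031 (SD, n = 4) in resident libraries, from 555461 to 1366720, and 858790.5 ± 300526 (SD, n = 6) in monocyte-derived libraries, from 531597 to 1289840. Between 9709 and 12883 genes had a count in a library. Depth did not differ detectably in any of the 4 comparisons (exact permutation test of log10 totals, two-sided, p = 0.373 and 0.810 for lineage in C57BL/6 and BALB/c, 0.828 and 0.249 for strain in resident and monocyte-derived cells). After Benjamini-Hochberg adjustment the exact p-values ranged from 0.747 to 0.828.

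Lineage, thioglycollate and the sort gate coincided in every library, so the lineage comparison covers all 3. Sample numbers also followed the groups closely. BALB/c resident libraries were numbers 6 to 9, BALB/c monocyte-derived libraries 16 to 21, and C57BL/6 monocyte-derived libraries 2 and 10 to 15. The C57BL/6 resident libraries fell in the sets 1 to 5 and 22 to 25, and monocyte-derived library 2 lay among the numbers of the former set. On the first principal component that library was at 40.2, on the side of its lineage, against -44.3 to -36.3 for resident libraries 1, 3, 4 and 5. Between the resident sets 1112 genes were called by edgeR, so values within each set are given beside the pooled ones. The BALB/c groups held no such sets, and a batch following the sample numbers cannot be told apart from strain. Within BALB/c it cannot be told apart from lineage either.

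The first question was which factor separated the libraries more. Lineage explained 41.2% of the variation in log2 CPM given strain, and strain explained 15.9% given lineage. The permutation p was 1e-05 for each (one-sided, 100000 resamples), the smallest these permutations can give. The alternative that moved the lineage share most was the restriction to the 500 genes of highest variance, with 64.4%. The first principal component held 42.3% of the variance and parted the lineages, and the second held 17.4%.

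**Figure D1:**
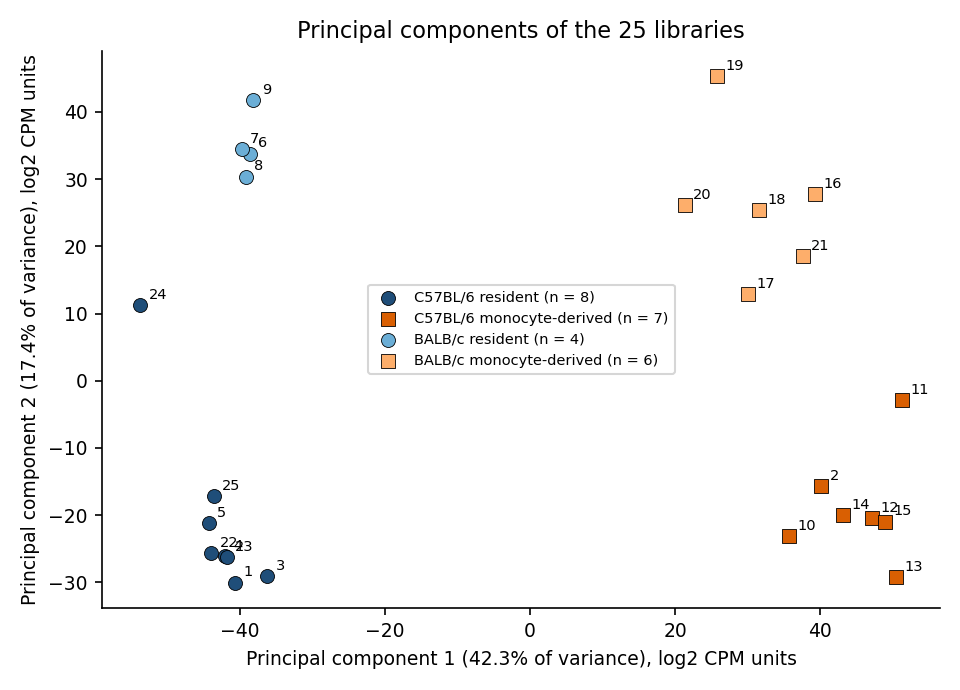
Principal components 1 (42.3% of variance) and 2 (17.4%) of log2 CPM for the 25 libraries, in log2 CPM units, each point a library marked with its sample number. Resident and monocyte-derived libraries lie on opposite sides of the first component, and C57BL/6 resident library 24 lies apart from the other libraries of its group.

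The transcripts of both sorted proteins followed the gates. Adgre1, which encodes F4/80, was lower in monocyte-derived cells in both strains. Its log2 fold change was -1.95 ± 0.20 (SE) in C57BL/6 (edgeR adjusted p = 4.27e-09) and -1.95 ± 0.24 in BALB/c (adjusted p = 2.16e-07). The difference between both effects was 0.0011 ± 0.30 (SE, log2), which does not show that they are equal. The mean of Adgre1 was 1867 ± 916 CPM (SD, n = 8) in C57BL/6 resident libraries against 480 ± 113 CPM (SD, n = 7) in monocyte-derived libraries. Resident library 24 alone was at 4002 CPM. Counts of Adgre1 reached 3178, so under the reading of the ceiling its fold changes are compressed. Mrc1, which encodes CD206, was higher in monocyte-derived cells, with log2 fold changes of 5.52 ± 0.24 in C57BL/6 and 5.28 ± 0.33 in BALB/c (adjusted p = 4.32e-17 and 4.67e-13). No library overlapped the other lineage for either gene. Neither gene was called for strain or for the interaction.

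Between lineages in C57BL/6, edgeR called 3229 of 8416 genes, 1631 higher and 1598 lower in monocyte-derived cells. Of these, 1396 differed at least 2-fold. Of the alternatives, the thinning of all libraries to 273358 counts moved the count most among those that kept the threshold, to 2042. With resident libraries 1 to 5 only, 2699 genes were called, and with 22 to 25 only, 3648. Of the 1877 genes called with both sets, 1828 had the same sign and 49 the opposite sign. With library size as the only scaling, 35.8% of the calls were higher against 50.5% with TMM. In BALB/c 2105 genes were called, 1016 higher and 1089 lower, and 1144 differed at least 2-fold. There a batch following the sample numbers cannot be told apart from lineage.

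**Figure D2:**
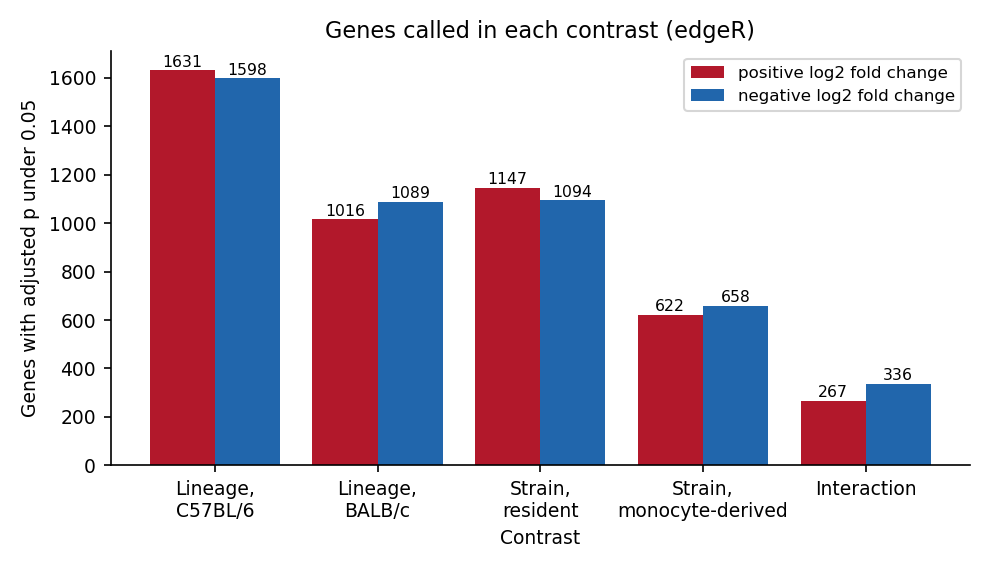
Number of genes with an edgeR adjusted p under 0.05 in each contrast, by the sign of the log2 fold change (monocyte-derived minus resident, BALB/c minus C57BL/6, and the BALB/c minus the C57BL/6 lineage effect). Most genes were called for lineage in C57BL/6 (3229) and fewest for the interaction (603).

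The largest increases in C57BL/6 monocyte-derived cells were in Ctsk, Itgax, Atp6v0d2, Gpnmb and Tmem26. Ctsk rose from 1.79 ± 2.55 CPM (SD, n = 8) to 769 ± 240 CPM (SD, n = 7), with a log2 fold change of 8.76 ± 0.44 (SE, edgeR adjusted p = 1.24e-15). The log2 fold changes of the other 4 were 8.36, 7.71, 7.58 and 6.86. Among the largest decreases, Ucp1 fell from 644 ± 207 to 3.14 ± 4.93 CPM (log2 fold change -7.71 ± 0.43), and Timd2 had a log2 fold change of -7.14. Nt5e, Ackr3 and Tmigd1 had 3, 1 and 3 counts in all monocyte-derived libraries together. Their ratios of resident to monocyte-derived rates were 267 (95% counting interval 91.3 to 1298), 275 (49.2 to 10883) and 149 (50.7 to 722). The groups did not overlap for any of these genes.

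In BALB/c the largest increases were in Il21r, F13a1, Ccl8, Cd163 and Rab3il1. Il21r had 1 count in resident libraries and a ratio of 186 (95% counting interval 33.0 to 7352). F13a1, Ccl8, Cd163 and Rab3il1 had log2 fold changes of 6.70, 6.45, 6.31 and 6.21. The largest decreases were in Wnt2, from 529 ± 62.0 CPM (SD, n = 4) to 0.961 ± 1.24 CPM (SD, n = 6) with a log2 fold change of -9.14 ± 0.49 (edgeR adjusted p = 2.39e-14), in Ltbp1 (-8.38) and in Ptgis (-8.02). Nt5e and Fscn1 had 3 and 2 counts in monocyte-derived libraries, with ratios of 244 (83.1 to 1190) and 196 (53.7 to 1629).

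The effects of lineage in both strains were compared across genes, which are not independent replicates. The log2 fold changes correlated with Pearson's r of 0.762 and Spearman's rho of 0.554 over 8416 genes. Of the 3936 genes called in either strain, 81.3% had the same sign. Of the 1398 called in both, 1359 had the same sign and 39 the opposite sign.

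**Figure D3:**
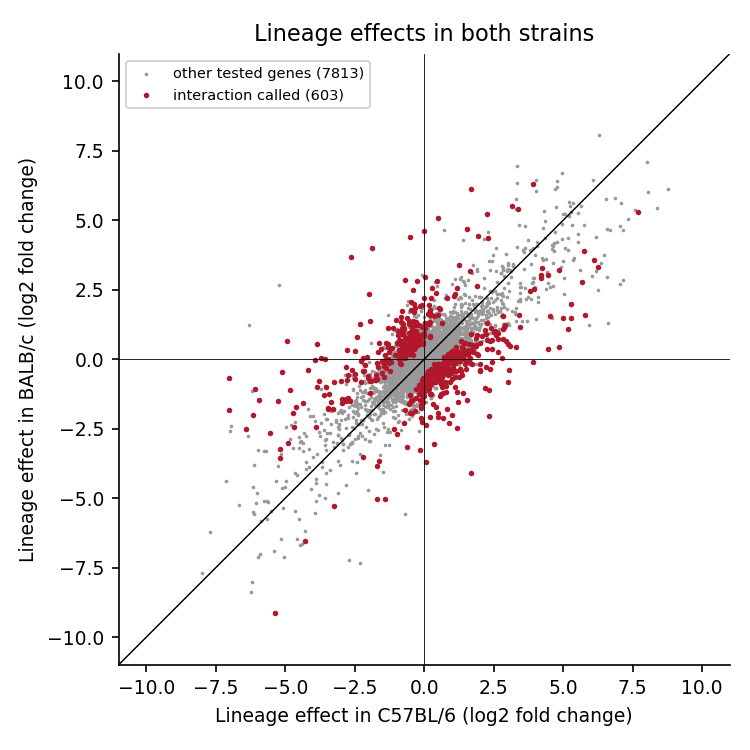
Log2 fold changes of monocyte-derived over resident cells in C57BL/6 (horizontal) and BALB/c (vertical) for 8416 genes, with the 603 genes called for the interaction in red and the line of equal effects in black. Most genes lie near the line, and the interaction genes lie on both sides of it.

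Fixed gene lists were then examined. Of 16 genes of resident peritoneal macrophages, 15 were called lower in monocyte-derived cells in C57BL/6 and 13 in BALB/c, and none higher (16 and 14 adjusted over the list alone). Gata6 had log2 fold changes of -5.20 ± 0.31 and -3.55 ± 0.28. Of 13 genes of monocyte-derived macrophages 11 were tested, and 9 were called higher in C57BL/6. In BALB/c 9 were called higher and Irf4 lower (9 and 10 adjusted over the list alone). Ccr2 had log2 fold changes of 5.33 ± 0.41 and 4.84 ± 0.58. Of 16 IL-4 response genes 14 were tested. In C57BL/6 9 were called higher and Ucp1 lower, and in BALB/c 6 were called higher and Ucp1 lower (10 and 8 adjusted over the list alone). Mrc1, which encodes a protein of the sort, was in this list and among the higher genes in both strains. All mice received IL-4 complexes, so differences in these genes cannot be told apart from differences without IL-4. Ccl17 and Ccl22 had at most 2 counts in a library and were not tested. Arg1, Retnla and Chil3 reached the ceiling of the count scale or 1 count under it, so their group differences could not be read.

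**Figure D4:**
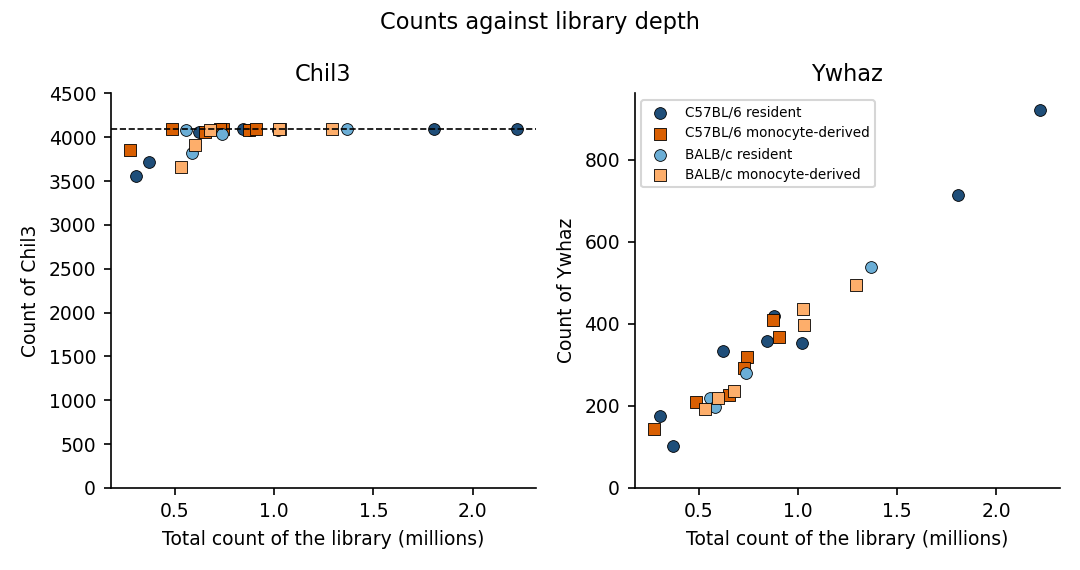
Counts of Chil3 (left) and Ywhaz (right) against the total count of each library, each point a library, with the ceiling of the count scale dashed. Chil3 stayed between 3553 counts and the ceiling while the Ywhaz count grew with the library total.

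Between strains, edgeR called 2241 genes in resident cells, 1147 higher and 1094 lower in BALB/c, and 936 differed at least 2-fold. With C57BL/6 resident libraries 1 to 5 only, 2266 genes were called, and with 22 to 25 only, 2541. Of the 1189 called with both sets, 1160 had the same sign and 29 the opposite sign, and the 1160 made up 51.8% of the pooled calls. With library size as the only scaling, 37.5% of the calls were higher against 51.2% with TMM. Among genes that differed at least 2-fold, 41.1% were higher. In monocyte-derived cells 1280 genes were called, 622 higher and 658 lower, and 637 differed at least 2-fold.

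In resident cells Itln1 and Ifi202b were higher in BALB/c, with 1 and 2 counts in C57BL/6 and ratios of 1027 (95% counting interval 183 to 40655) and 431 (118 to 3572). Ctse, Fscn1 and Hddc3 had log2 fold changes of 4.99, 4.37 and 4.12. Of these Ctse rose from 12.4 ± 8.30 CPM (SD, n = 8) to 386 ± 67.7 CPM (SD, n = 4; edgeR adjusted p = 1.28e-15). Rnaset2b had 1 count in BALB/c and a ratio of 171 (30.6 to 6774) in favour of C57BL/6. Fblim1, Marco, Timd2 and Rps2 had log2 fold changes of -6.59, -5.91, -5.88 and -5.82. The mean of Marco was 345 ± 426 CPM (SD, n = 8) in C57BL/6 and 5.80 ± 3.39 CPM (SD, n = 4) in BALB/c. C57BL/6 library 24 was at 1328 CPM and the others at 16.1 to 496 CPM, so the size of the Marco change leans in part on that library. In monocyte-derived cells Ifi202b, Cacna1a, Arg2, Rcn3 and Pianp were higher in BALB/c, with log2 fold changes of 5.76, 5.20, 4.94, 4.19 and 4.18. Rps2, Cyp4f18, Ndufa12, Fblim1 and Hspa8 were lower, with -6.46, -5.95, -5.94, -5.91 and -5.68. Rps2, Hspa8, Rnaset2b and Hddc3 had near-identical copies elsewhere in the genome (45, 5, 3 and 10), so their values are uncertain. For every gene lower in BALB/c, including Ndufa12 and Fblim1, reads lost against a C57BL/6 reference cannot be told apart from lower expression. The strain effects correlated between lineages with Pearson's r of 0.509 and Spearman's rho of 0.380. Of the 568 genes called in both lineages, 511 had the same sign and 57 the opposite sign.

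The interaction tested whether the lineage effect differed between strains. It was called for 603 genes, 267 with a positive and 336 with a negative difference. With C57BL/6 resident libraries 1 to 5 only, 827 were called, and with 22 to 25 only, 1300. Of the 413 called with both sets, 411 had the same sign and 2 the opposite sign. With library size as the only scaling, 65.1% of the differences were positive against 44.3% with TMM. The smallest adjusted p-values belonged to Hal, Itgb3, Clec4a2, Tns1 and Tsc22d1. Hal was at 72.2 ± 29.99 and 71.6 ± 17.6 CPM in C57BL/6 resident and monocyte-derived cells (SD, n = 8 and 7), and rose from 37.8 ± 13.5 to 906 ± 150 CPM in BALB/c (SD, n = 4 and 6). Its difference was 4.61 ± 0.34 on the log2 scale (edgeR adjusted p = 3.29e-10). Itgb3, Clec4a2, Tns1 and Tsc22d1 had differences of -4.37, -3.27, 4.44 and -3.83. Clec4a2 had 2 near-identical copies, so its values are uncertain.

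Of the IL-4 response genes, Ccl24, Cish, Il4ra, Aldh1a2 and Tgm2 were called for the interaction (5 also adjusted over the list alone). Ccl24 was higher in monocyte-derived cells in C57BL/6 (log2 fold change 3.01 ± 0.30), and the effect in BALB/c of 0.53 ± 0.36 was not called (edgeR adjusted p = 0.309). Their difference was -2.48 ± 0.46 (adjusted p = 0.000933). Tgm2 was higher in monocyte-derived cells in BALB/c (2.56 ± 0.49), and the effect in C57BL/6 of 0.27 ± 0.33 was not called. Of the resident list Timd4, Gata6, Alox15 and Thbs1 were called (7 genes adjusted over the list alone), and of the monocyte-derived list H2-Ab1, H2-Eb1 and Cd74 (6 over the list alone). Thbs1 fell by 6.10 on the log2 scale between lineages in C57BL/6, against 1.08 in BALB/c, which was not called (edgeR adjusted p = 0.0645). The difference was 5.02 ± 0.61. Between strains, 5 genes of the IL-4 list, 6 of the resident list and 2 of the monocyte-derived list were called in resident cells (5, 6 and 1 adjusted over the list alone). In monocyte-derived cells 4, 8 and 7 were called (4, 8 and 7 over the list alone), and all 7 of the monocyte-derived list were lower in BALB/c.

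**Figure D5:**
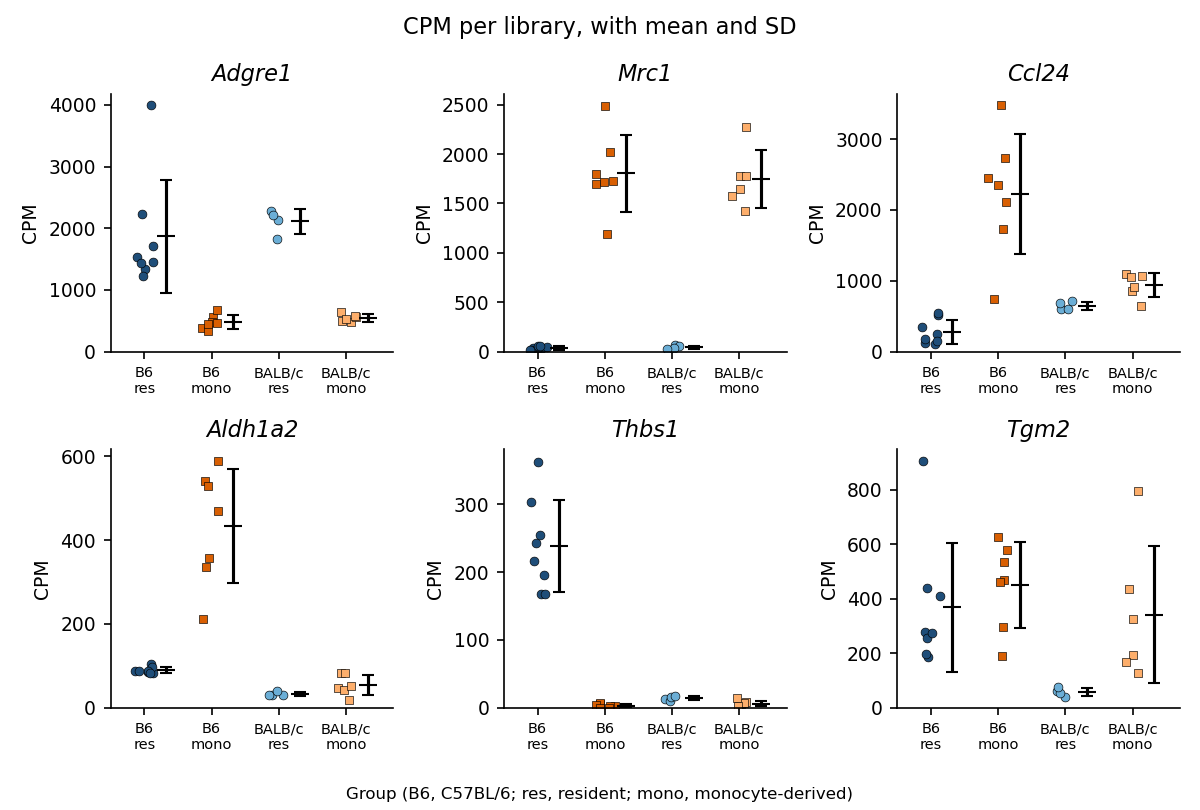
CPM of Adgre1, Mrc1, Ccl24, Aldh1a2, Thbs1 and Tgm2 in each library, with the mean and SD of each group (n = 8, 7, 4 and 6 from left to right). Adgre1 and Mrc1 parted by lineage in both strains, while Ccl24 was called between lineages in C57BL/6 only, with a called difference between the strains.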

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

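In this part the tests of single values and of interaction genes at equal depth, of identifier saturation, of a scaling error, of other cell types in library 24 and of a batch that follows the sample numbers were chosen only after the results were seen, while the count of other splits was planned.

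Of 156 groups of values examined, 13 (8.33%) held a library far from the others, where chance gives about 5%. C57BL/6 resident library 24 was the highest of its group for Adgre1 (4002 CPM, others up to 2233), Ltbp1 (1904 CPM, others up to 904), Marco (1328 CPM, others up to 496) and Nt5e (419.6 CPM, others up to 255). A scaling error would move all genes of the library one way. Among its 6635 genes with a mean count of at least 20 in the group, 27.1% were above and 26.2% below all 7 others. In those the shares were at most 15.9% and 19.3%. A single factor would not raise both shares, so scaling alone cannot give this wider spread. The smallest factor that brings 1 of the 4 values level with the next library was 1.64. It would put 61.5% of the genes below all 7, where chance gives 12.5%. These shares start from values centred by TMM. They cannot exclude a scaling error in library 24 as the source of the 4 values being the highest. With library size as the only scaling, 3 of the 4 stayed far from the others and Nt5e did not. A scaling error thus stays open for that distance as well. Cells of another type would bring their abundant transcripts, but the highest gene of 7 marker lists reached 25.1 CPM. Several lymphoid markers of these lists were missing from the deposited counts, so this covers only the genes present. After correction for identifier collisions the 3 values of Ltbp1, Marco and Nt5e stayed far, but their counts of at most 1455 in this group left the correction little to move. Adgre1 (0 of 1) did not stay far, so saturation may account for it. Library depth stays open: with all libraries at equal total count 4 of the 4 values stayed far under TMM scaling, and 2 of 4 without it. This library was singled out after its values were seen. No biological explanation was tested for a single library.

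The other 9 far values lay in 7 libraries. C57BL/6 monocyte-derived library 13 was highest for Chil3 (15692 CPM) and Retnla (15402.5 CPM), and library 11 for Itgax (1285 CPM) and Tmem26 (479.6 CPM). C57BL/6 resident library 3 was highest for Tgm2 (905 CPM) and library 5 for Ucp1 (1103 CPM). BALB/c resident library 8 was highest for Aldh1a2 (39.4 CPM), library 9 lowest for H2-Eb1 (94.3 CPM) and library 6 lowest for Itgb3 (103 CPM). After correction for identifier collisions 0 of the 2 values of Retnla and Chil3 stayed far. Library 13 had the lowest total, and a ceiling on counts is a candidate explanation for high CPM there. Of the other 7 values 4 stayed far after that correction. With libraries at equal total count 3 of the 9 stayed far, so library depth stays open for the rest. Over all 13 far values, 7 stayed far at equal depth with TMM scaling and 5 without it, and 7 stayed after the collision correction.

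The lineage effect differed between strains for 603 genes by edgeR. Of 100 splits of the same libraries 2 gave as many, the real one included, and the median of the others was 0. The other split called 766 genes, and it exchanged C57BL/6 resident libraries 1, 3, 5 and 23 with all 4 BALB/c resident libraries, and C57BL/6 monocyte-derived libraries 2 and 11 with BALB/c 17 and 21. The strain effect of resident cells thus enters those calls. At 2 of 100 splits, random grouping can be excluded as the source of the count. Splits by sample number were not random, and were set aside because the strain effect enters them too. With monocyte-derived labels shuffled, 20 of them called 6 to 908 genes (median 332), and 3 reached the real count. With labels kept, the sets 1 to 5 and 22 to 25 gave 1774 and 1764. The exclusion therefore covers random grouping only. Within the C57BL/6 resident sets, 827 and 1300 genes were called.

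Among the genes named in the report or in its lists, 27 differed between strains in their lineage effect. Each difference is the lineage effect in BALB/c minus that in C57BL/6, and does not tell which strain had the higher expression. Positive differences were 6.36 for Ackr3, 5.19 for Tmigd1, 5.02 for Thbs1, 4.61 for Hal, 4.44 for Tns1, 3.89 for Timd4, 2.41 for Cd163, 2.29 for Tgm2, 2.201 for Cacna1a, 1.65 for Gata6, 1.52 for Rcn3 and 1.23 for Il4ra, all as log2 values. Differences in the other direction were -4.37 for Itgb3, -3.83 for Tsc22d1, -3.78 for Wnt2, -3.44 for Cyp4f18, -3.27 for Clec4a2, -2.73 for Cish, -2.48 for Ccl24, -2.39 for Atp6v0d2, -2.31 for Ifi202b, -2.24 for Alox15, -1.73 for Ctse, -1.57 for Aldh1a2, -1.41 for H2-Eb1, -1.39 for Cd74 and -1.35 for H2-Ab1. The fitted values of Ackr3 and Tmigd1 rest on 1 and 3 counts in C57BL/6 monocyte-derived libraries, and that of Ifi202b on 2 counts in C57BL/6 resident libraries, so all 3 depend on the prior count.

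With every library thinned to 1 total, 27 of the 27 genes kept their sign. Thinning samples the same counts, and these genes were picked because they were called, so a change of sign was unlikely beforehand. The kept signs therefore do not decide on a depth difference between the groups. A kept sign does not speak for the size of a difference. Of the 27 genes 16 stayed past the threshold, and for the rest depth stays open as a source of the call. With depth as a covariate 526 genes were called for the interaction. Of the original 603 calls, 495 were among them, none with another sign. Of the 5 genes with a count of at least 0.5 times the ceiling of the count scale, 5 stayed past the threshold after correction for identifier collisions, which moved their differences by 0.17 to 0.67 (log2) and argues against saturation as the source of those differences. The other 22 had lower counts, and the correction moved their differences by at most 0.15, so their staying past the threshold says little. With both sets of C57BL/6 resident libraries 23 of 27 were past the threshold, the exceptions being Atp6v0d2, Cd163, Ifi202b and Rcn3 with libraries 1 to 5, and 27 had the same sign in both sets. A batch that follows the sample numbers cannot be told apart from strain for these genes, because each BALB/c group held 1 run of sample numbers. A strain difference in either lineage therefore stays open beside it, as an untested explanation.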

How the results depend on the processing

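The collision correction, the omission of 3 libraries with background and the sets of C57BL/6 resident libraries were chosen only after the results were seen, and the other alternatives in this part were planned.

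Counts of called genes moved by over 1.5 times under few settings. With libraries thinned to 1 total, the calls were 2042 and 1235 for lineage in C57BL/6 and BALB/c, 1077 and 752 for strain in resident and monocyte-derived cells, and 250 for the interaction. Thinning left 6089 genes to test and fewer counts per gene. At an adjusted p of 0.01 the calls were 1395 for lineage in BALB/c, 1291 and 788 for strain, and 213 for the interaction. With a log2 fold change of at least 1 they were 1396 and 1144 for lineage and 936 and 637 for strain. Both of these are stricter by construction. For the interaction, limma-voom called 1195 genes and C57BL/6 resident libraries 22 to 25 alone gave 1300, and the cause was not tested.

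Leaving out each library in turn gave 2881 to 3339 and 1767 to 2149 calls for lineage, 1747 to 2620 and 1023 to 1243 for strain, and 415 to 888 for the interaction. Without C57BL/6 resident library 24 the strain calls in resident cells rose to 2620 and the interaction calls to 888. The share of variation stayed between 39.4% and 64.4% for lineage and between 14.7% and 17.7% for strain. The Pearson correlation of lineage effects was 0.734 under the stricter filter, and 84.4% of called genes had the same sign after thinning, where the cause was not tested.

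Scaling by library size alone shifted the median log2 fold change and changed the shares of direction given in the report. Without a filter 57.4% of the interaction calls were positive, against 44.3%.

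Values of Adgre1 and Mrc1 that were near 0 and not called changed sign. The interaction of Adgre1 was -0.15 with limma-voom, -0.073 after thinning and from -0.22 to 0.10 when single libraries were left out. For Mrc1 the strain effect in resident cells was -0.22 after thinning and from -0.0068 (without BALB/c resident 6) to 0.37 without single libraries. In monocyte-derived cells it was 0.0033 with no filter, 0.049 after collision correction and from -0.14 to 0.043 without single libraries. Its interaction was 0.13 after thinning. None of the values listed here was called.

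Calls in the fixed lists are few, so small changes weigh heavily. For the interaction, 3 IL-4 response genes were called after thinning. In the monocyte-derived list 5 were called for it with DESeq2 and 5 with limma-voom, and from 1 (without BALB/c resident 6) to 4 without single libraries, against 3. For strain in resident cells, 3 genes of the resident list were called under the stricter filter, against 6. In the monocyte-derived list 1 gene was called, against 2, with RLE size factors, upper-quartile normalization, library size only, the stricter filter or only the groups compared, and 0 after thinning and at the lowest without single libraries (without BALB/c resident 6 or 7). For strain in monocyte-derived cells from 5 (without BALB/c monocyte-derived 20) to 9 genes of the resident list were called without single libraries, against 8. The causes were not tested.

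The 45 gene comparisons named by the rule were repeated with the other normalizations, filters and tools, only the groups compared, thinning, the depth covariate, and the omitted library that gave the highest adjusted p. The 471 values so obtained stayed past the threshold of 0.05 with the same sign. The stricter filter tested 26 of the 45, the fits of only the groups compared gave 40, as the 5 interaction genes need all 4 groups, and the count covers no other alternative. The 45 were picked from the same data for their large effects or small adjusted p-values, so this outcome was likely beforehand. It does not speak for the other called genes. Depth limits genes of low count most, and the ceiling of the count scale limits genes of high count.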

Other observations

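The tests of near-identical copies, neighbouring genes, background in 3 libraries, identifier saturation, genes at least 2-fold higher in BALB/c and the sample-number sets in this part were chosen only after the results were seen, as was the reading of depth from the covariate, while the tests of other splits, depth, lost reads, sex and other cell types were planned.

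For each of the 4 contrasts between groups, 1 of 100 splits of the libraries gave as many called genes, and that was the real one, so random grouping can be excluded as the source of the counts. The highest counts of other splits were 1773 and 963 for lineage in C57BL/6 and BALB/c and 1531 and 347 for strain in resident and monocyte-derived cells. After thinning, 2042 and 1235 genes were called for lineage in C57BL/6 and BALB/c, and 1077 and 752 for strain in resident and monocyte-derived cells. Of the original calls, 1953 (60.5%), 1175 (55.8%), 1037 (46.3%) and 702 (54.8%) were among them, in the same order, none with another sign. The expectation written beforehand for a depth artifact included a loss of most calls, which strain in resident cells met, but thinning also lowers the counts and the number of genes tested (6089). With depth as a covariate, 2846 (88.1%), 2097 (99.6%), 2133 (95.2%) and 1232 (96.3%) of the original calls were called again, none with another sign. This argues against a depth difference between the groups as the whole source of the calls, and for the calls lost with the covariate depth stays open.

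BALB/c reads lost against a C57BL/6 reference would leave most called genes lower in BALB/c. The higher share of the 2 lineages was 51.4%, but TMM holds this share near 50%. With library size only, 62.5% of the calls were lower in resident and 44.7% in monocyte-derived cells, and among genes called at least 2-fold different 58.9% and 55.3%. Lost reads cannot be told apart from a strain difference for the lower genes. They cannot give the genes called at least 2-fold higher in BALB/c, 385 in resident and 285 in monocyte-derived cells, since the median shift between both scalings was -0.12 and 0.04 (log2). Xist had between 68 and 855 counts in all 25 libraries, and none of the 4 listed Y-linked genes was in the table, which argues against a difference in sex between the strains. Xist itself was higher in BALB/c, by 1.41 in resident and 0.78 in monocyte-derived cells (log2). Among 7 lists of other cell types (45 genes, 28 in the table), the highest group mean was 31.3 CPM, for Cd2. As far as the 28 genes can show, this argues against cells of another type as the source of the lineage calls. The highest group means of the B cell, neutrophil, dendritic cell, eosinophil, mesothelial and mast cell lists were 22.7 CPM (Cd79b), 13.3 (S100a9), 12.8 (Cd209a), 7.23 (Ccr3), 1.05 (Wt1) and 0.694 (Tpsb2). Cd209a was also in the monocyte-derived list. Only Cd2 and Cd79b of these lists were tested. Cd2 was called higher in monocyte-derived cells in both strains, by 3.27 in C57BL/6 and 1.62 in BALB/c (log2), and Cd79b was not called, though over its list alone it was in BALB/c. A few lymphoid cells could thus be present. Their number cannot be limited, because Cd3e, Cd3d, Cd3g, Trbc2, Ighm, Igkc and Pax5 were missing from the deposited counts. Of the housekeeping list, Hprt and Pgk1 were called for lineage in C57BL/6 and Hprt for strain in resident cells. Gapdh stayed under 3 CPM on average in every group and Ppia was not in the table, so they served as no reference.

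A total of 30 genes were over 8-fold lower in BALB/c in both lineages, and 11 were over 8-fold higher. Of the 30, 43.3% (13) had a near-identical copy in some coding transcript, against 4.97% in expression-matched genes (permutation p = 0.0001, the smallest 10000 sets can give). With the longest transcript only, the rule used first, 9 of 30 (30%) had one against 1.47% (permutation p = 0.0001, again the smallest). Of the 11 higher genes 1 had a copy (permutation p = 0.466). Reads shared between copies, which strain variants might move from one copy to another, are a candidate explanation for the 13, including Rps2 (45 copies), Hspa8 (5), Rnaset2b (3) and H2-K1 (1). The other 17, including Ndufa12 and Fblim1, had no copy by this rule and stay open. Lost BALB/c reads and a strain difference in expression are among the untested explanations.

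Strain-called genes of the same direction in both lineages had a called neighbour 2.53 times as often as shuffled calls (76 of 510 genes against 30.1, permutation p = 0.001, the smallest possible). Lineage calls gave 1.65, so by the comparison used first, haplotypes that carry neighbouring genes would be favoured. Lineage calls drawn down to the same number gave 0.966 to 2.65 with a median of 1.70, and 1 of 100 draws reached the strain value. With genes that have copies left out the strain value was 2.51. A rule of under 5% of draws, tried after the result and put back, would favour haplotypes. Judged against the full range, strain haplotypes are a possible explanation that this test did not settle.

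C57BL/6 resident libraries 1 and 25 and monocyte-derived library 2 had counts in 782 to 974 genes that were nearly silent elsewhere, against 95 to 172 in the other 22 libraries. Genomic DNA or unspliced RNA could give counts that follow genomic span. The partial correlation of count and span given exon length was 0.0553 to 0.0868 in these 3 libraries and -0.0562 to 0.0141 in the others. The 3 libraries thus lay above the rest, but the relation was too weak to settle the source. Without them 2775 and 2086 genes were called for lineage, 1958 and 1176 for strain, and 448 for the interaction.

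The slope of log2 count on log2 library total within groups was 0.163 for Arg1, 0.0995 for Retnla and 0.0626 for Chil3, where 1 is proportional. Over 1539 genes with highest counts of 200 to 1000 the median was 1.09 (central 95% from 0.809 to 1.34). This is consistent with saturation of the molecular identifiers.

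Between C57BL/6 resident libraries 1 to 5 and 22 to 25, 1112 genes were called. Only 1 of the 35 splits into 4 and 4 gave as many, the real one, and the highest of the others called 1, so random grouping can be excluded. What parted the sets was not tested, as the labels give no batch. In the real comparison 1160 genes were called in the same direction with both sets. A batch that follows the sample numbers cannot be told apart from strain there, since all 4 BALB/c resident libraries had neighbouring numbers.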
